A study of Mus musculus with 17 samples.

How the data were processed

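RNA was sequenced from bone marrow neutrophils of mice, isolated by negative selection. Per the labels, neutrophils came from young wild-type mice, old wild-type mice and mice lacking CD73, and each preparation was either mock infected or infected with the TIGR4 strain of Streptococcus pneumoniae at a multiplicity of infection of 4 for about 40 minutes. Poly-A selection preceded library construction, per the labels' protocols.

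The authors deposited a table of fragment counts per gene. Per the file headers, it was made with featureCounts 1.6.2 from paired reads, on the reverse strand, with a mapping quality of at least 60, over exons grouped by gene name in an Ensembl annotation of mouse build GRCm38. The aligner is not given in the sources used here. Reads that map equally well to near-identical copies fail a high mapping quality limit, so genes with close pseudogenes or paralogs can be undercounted, and a strain variant can move reads from one copy to another. The authors also deposited normalized values, a signal equal to the counts divided by 1 factor per library. These factors were tested on the files and equal the median-of-ratios size factors of the count table. No column of per-sample values was left unmapped (0 columns).

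The table held 45808 genes, of which 23609 had at least 1 count. Totals ran from 5963494 to 11956098 fragments per library. After filtering by expression within groups, 12791 genes were tested. Counts were normalized by TMM and fitted in edgeR 4.0.16 (R 4.3.3) with 1 coefficient per group over all 17 libraries, which left 11 residual degrees of freedom, and 9 contrasts were tested with the robust quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 are described as called. Standard errors of log2 fold changes were derived from the F statistic. CPM, counts scaled to library size, used the TMM-scaled library sizes.

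Samples were grouped by their descriptions, and the set number in the description was used as the replicate number. The replicate numbers in the titles differ from the set numbers and were not used. The labels of 1 library conflict: the description and sample group of the young library of set 4 say infected, while its source name and the bracketed part of its title say uninfected. It was analysed as infected. The age of the knockout mice is not given in the sources used here.

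Whether sets pair libraries was checked by correlating, across 12791 genes, the deviations of same-set libraries from their group means. The correlation ran from 0.425 to 0.587 for infection in young mice and from 0.346 to 0.461 for infection in old mice, over 3 shared sets each, so the sets pair these libraries. For the other contrasts the sets did not meet this rule. All pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom from 6.46 to 43.7.

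Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it. Adjustment ran over 6 pathway lists (AP-1 subunits, JNK cascade, early inflammatory response, interferon response, granule and maturation genes, adenosine pathway), 54 tests in all. A separate adjustment covered 7 marker lists (B lineage, plasma cell, erythroid, monocyte and macrophage, T and NK, eosinophil with basophil and mast, platelet and megakaryocyte), 63 tests in all. A list of 5 sex-linked genes served as a check, with 9 tests. The design, the lists, the alternatives other than the 2 added later and the rule for named genes were chosen before the data were examined. By that rule, each contrast names up to 3 genes per direction (2 for interactions) with the largest change among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. Nt5e, which encodes CD73, and called genes of the AP-1 and JNK lists are also named, and genes of the marker and sex-linked lists may be named to give their levels. Genes outside the rule are said to be so.

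The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), the deposited normalized values with limma-trend on log2(value + 1), no filter, a filter of 1 CPM in 5 libraries, a 2-fold threshold, a fit to only the groups compared, the set as a block, the conflicting library read as uninfected, and leaving out each library. Added after seeing the data were a block within each mouse group and the removal of genes over 2% of all counts. Transcripts of called pseudogenes were compared with GENCODE M21 transcripts, of the same build, by BLAST+ 2.17.0.

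The tests were run on simulated counts of 12791 genes with 200 changed genes. For contrasts of 2 groups, edgeR recovered 80.5% to 92.5% of 4-fold changes and 54.5% to 70% of 2-fold changes. For the interactions it recovered 71.6% to 73.4% and 28.7% to 31.1%. Between 2.02% and 6.86% of its calls were false, against 7.82% to 16.1% for DESeq2. These counts were drawn independently for each library, without the effects that same-set libraries share. The rates may therefore differ for the real libraries.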

Results

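The data comprised 17 RNA-seq libraries of bone marrow neutrophils in 6 groups. Young wild-type mice, old wild-type mice and mice lacking CD73, the ecto-5'-nucleotidase that makes extracellular adenosine, each contributed mock-infected and infected cells. Each group held 3 libraries, except uninfected knockout cells with 2. Young uninfected libraries had 11622054 to 11956098 counted fragments and young infected libraries 10456942 to 11350376. Old libraries had 7389283 to 8775871 fragments uninfected and 9442868 to 10581409 infected. Knockout libraries had 8302350 to 10465637 uninfected and 5963494 to 9774345 infected. A single gene, Gm23935, took 12.5% to 17.8% of the counts. Xist had at most 1 count in any library and Ddx3y had 836 to 1820.

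Nt5e encodes CD73 and lies on chromosome 9 at 88327197 to 88372092 (GRCm38, plus strand). Its expression was 88.6 ± 24.9 CPM (SD, n = 3) in young uninfected cells, 79.1 ± 25.6 (SD, n = 3) in young infected cells, 96.5 ± 18.2 (SD, n = 3) in old uninfected cells and 95.8 ± 25.2 (SD, n = 3) in old infected cells. In knockout cells it was 11.97 ± 1.37 (SD, n = 2) uninfected and 17.5 ± 5.42 (SD, n = 3) infected. Every knockout library lay below every wild-type library, and Nt5e counts remained in the knockout, from 92 to 180 per library. By edgeR, the log2 fold change against young cells was -2.88 (SE 0.37, adjusted p 0.00490) uninfected and -2.20 (SE 0.31, adjusted p 0.00961) infected. The call was lost when either uninfected knockout library was left out (adjusted p up to 0.262), and when any 1 of the infected knockout libraries was left out (up to 0.0838), with Nt5e still lower in each case. Leaving out either uninfected knockout library leaves 1 in that group, which is assumed to vary like the other groups, and the smaller number alone lowers the power to call a gene. In infected cells it was also lost with no filter on low counts (adjusted p 0.0924) and in a fit to only the groups compared (0.165).

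**Figure D1:**
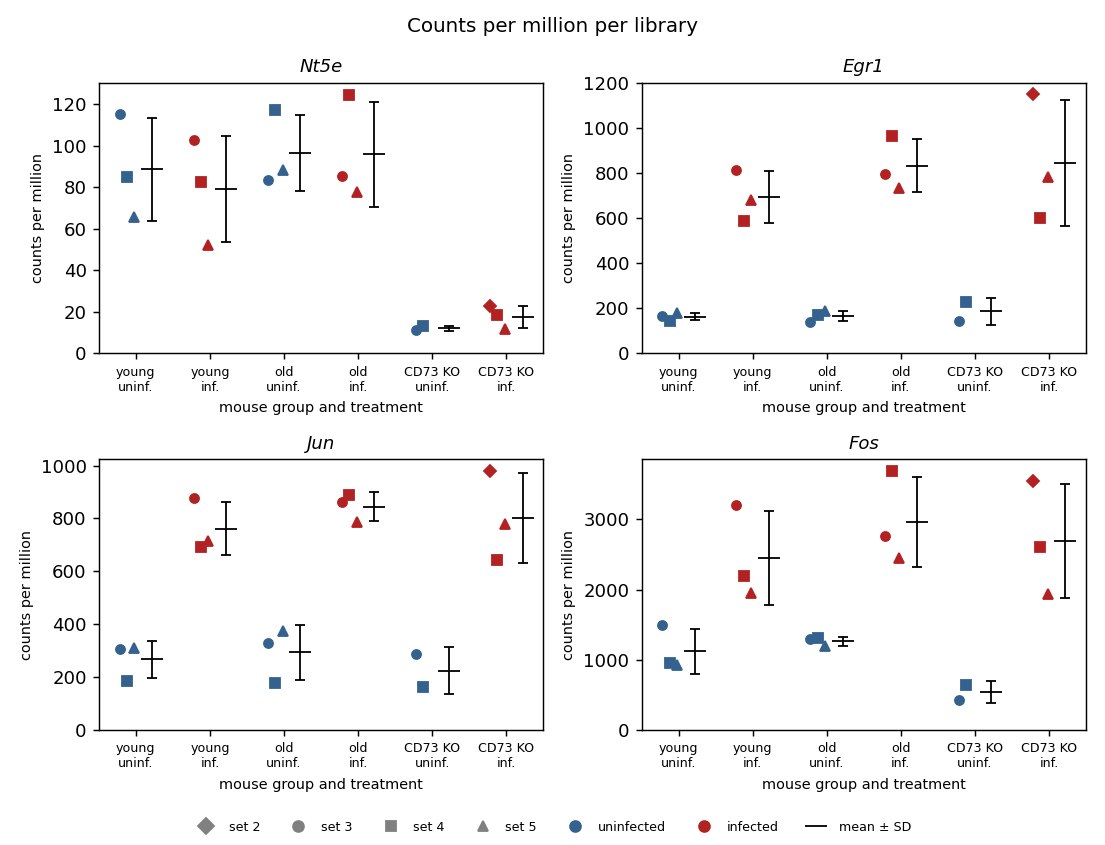
CPM of 4 genes in each of 17 libraries by mouse group and treatment. Points are libraries, shaped by set, and bars give the mean and SD. Nt5e was lower in all knockout libraries, and Egr1, Jun and Fos were higher in infected libraries of each mouse group.

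The response to infection was compared within each mouse group. In young cells 80 genes were called by edgeR, 16 higher and 64 lower in infected cells. In old cells 48 were called, 13 higher and 35 lower. In knockout cells 78 were called, 21 higher and 57 lower. With the set as a block, the counts were 700 in young cells (219 higher, 481 lower) and 376 in old cells (129 higher, 247 lower). That block gives each set an effect shared by all mouse groups. The same-set deviations warrant pairing within young and within old mice, and did not meet the rule between mouse groups. The count of 80 in young cells fell to 0 when the library with conflicting labels was read as uninfected. On the 48 genes called in old cells that library scored -0.23, against -1.37 to -1.16 in young uninfected libraries. This argues against that reading. In knockout cells the count of 78 fell to 0 in a fit to only the groups compared. A block within each mouse group follows the pairing seen in wild-type cells but was chosen after seeing the data. It gave the most calls, with 1860, 1070 and 337 in young, old and knockout cells. In knockout cells only set 4 holds both states, so the block within mouse group rests on 1 pair there. With DESeq2 size factors the split in old cells was 6 higher and 32 lower. The counts depended on single libraries. In young cells 17, 4 and 30 genes were called without the uninfected library of set 3, 4 or 5, and 9, 12 and 40 without the infected one. In old cells the counts were 1, 1 and 26 without the uninfected library of set 3, 4 or 5, and 1, 25 and 1 without the infected one. In knockout cells they were 35 and 114 without the infected library of set 2 or 4. Leaving out either uninfected knockout library leaves 1 in that group, so the counts of those refits are not compared.

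Egr1, on chromosome 18 at 34859823 to 34864984, rose by a log2 fold change of 2.09 (SE 0.23, edgeR adjusted p 0.000720) in young cells, 2.33 (SE 0.23, adjusted p 0.000174) in old cells and 2.18 (SE 0.27, adjusted p 0.00184) in knockout cells. It stayed called in young and old cells whichever library was left out. In knockout cells the adjusted p reached 0.0531 without the uninfected library of set 3. Osm, on chromosome 11 at 4236420 to 4241026, rose by 1.97, 2.06 and 2.68 in the same order. Jun, an AP-1 subunit on chromosome 4 at 95049034 to 95052222, rose by 1.52 (SE 0.28, adjusted p 0.0249), 1.53 (SE 0.28, adjusted p 0.0296) and 1.84 (SE 0.32, adjusted p 0.0189). Fos, on chromosome 12 at 85473890 to 85477273, was called in knockout cells, at 2.33 (SE 0.32, adjusted p 0.00394). Its log2 fold change was 1.13 in young cells (adjusted p 0.0574) and 1.24 in old cells (adjusted p 0.0504), where the set block gave a call in both (adjusted p 0.00468 and 0.00469). The difference between knockout and young responses was not called (1.20, SE 0.39, adjusted p 1.000).

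Serpinb8 had log2 fold changes of -2.47, -2.41 and -2.51 in young, old and knockout cells. Those of Tnip3 were -2.92 in young and -3.12 in knockout cells, and those of Ccr7 were -2.51 in old and -2.92 in knockout cells. Emp1 had -2.62 in old cells and Gm26667 had -2.45 in young cells. Traf6, of the JNK list, had -0.45 in young and -0.51 in knockout cells. Over all named genes and contrasts, 125 refits that left out 1 library kept the result on its side of the threshold and 95 lost the call, none with a change of sign (0). The 125 include 5 refits of Nt5e for infection in knockout cells and 11 for the knockout interaction. Nt5e was not called in either, so these refits kept no call. In young cells, Jun, Osm and Traf6 were called only without the infected library of set 5 (adjusted p up to 0.138, 0.189 and 0.211 otherwise), and Tnip3 and Gm26667 in no such refit. In old cells, Jun, Ccr7 and Emp1 were called only without the uninfected library of set 5 (up to 0.143, 0.161 and 0.169), and Osm in no such refit (up to 0.167). Serpinb8 was lost in young cells without the uninfected library of set 4 or the infected one of set 3 or 4 (up to 0.108), and in old cells without the uninfected library of set 3 or 4 or the infected one of set 3 or 5 (up to 0.169). These refits were of the edgeR fit without a block. With the set as a block and all libraries kept, the same genes were called in young (adjusted p up to 0.00231) and old cells (up to 0.00160). In knockout cells all the calls named here were lost without the uninfected library of set 3, which leaves 1 in that group and so less power, and Fos then had an adjusted p of 0.101. Ccr7 was also lost without the uninfected library of set 4, Osm without the infected one of set 2, and Jun without either. Tnip3 and Serpinb8 were lost without those or the infected library of set 5, and Traf6 without those or the infected library of set 4 (up to 0.342, 0.177 and 0.287).

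Across the 3 mouse groups, 131 genes were called in at least 1 infection contrast and 24 in all 3, and 130 of the 131 changed in the same direction in all 3. Young and old cells shared 33 calls, young and knockout cells 36, and old and knockout cells 30. The correlation of log2 fold changes across 12791 genes, which are not independent replicates, was 0.59, 0.50 and 0.52. No gene was called for a different response in old or knockout than in young cells (0 by edgeR, DESeq2 and limma-voom). At an unadjusted p under 0.05, edgeR passed 96 genes for age and 262 for the knockout, DESeq2 84 and 240, and limma-voom 116 and 248. With the set as a block edgeR passed 237 for age and called 0. Each of these counts is lower than chance alone gives at that threshold over 12791 independent genes, so a count of 0 calls does not show equal responses.

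Old and young cells were compared in each state. By edgeR, 9 genes were called in uninfected cells and 6 in infected cells, all higher in old mice, and 6 were shared. Of these, 6 and 4 were immunoglobulin genes. The others, outside the naming rule and chosen after their values were seen, were Gata3 (2.90, uninfected only), Col5a1 (1.04 and 0.96) and Calca (3.18 and 4.53). Ighv11-2, on chromosome 12 at 114048241 to 114048812, was higher by a log2 fold change of 3.54 (SE 0.34, adjusted p 0.000497) uninfected and 3.98 (SE 0.36, adjusted p 0.000203) infected, and stayed called without any 1 library. Igkv14-126 was higher by 3.61 and 3.73, and Ighv1-53 by 2.73 and 3.52. Uninfected, Igkv14-126 was lost without the young library of set 3 or 5 (adjusted p up to 0.0813) and Ighv1-53 without the young library of set 3 or the old one of set 3 or 5 (up to 0.106). Infected, the first was lost without any 1 young library (up to 0.107) and the second without the young library of set 4 or 5 (up to 0.0877). Immunoglobulin genes took 0.502% ± 0.175 (SD, n = 3) of the counts in old uninfected cells against 0.154% ± 0.105 (SD, n = 3) in young uninfected cells, and 0.439% ± 0.226 (SD, n = 3) against 0.108% ± 0.0385 (SD, n = 3) in infected cells. Without 1 young library, the calls numbered 3 (uninfected set 3), 5 (uninfected set 5), 3 (infected set 3), 2 (infected set 4) or 2 (infected set 5).

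**Figure D2:**
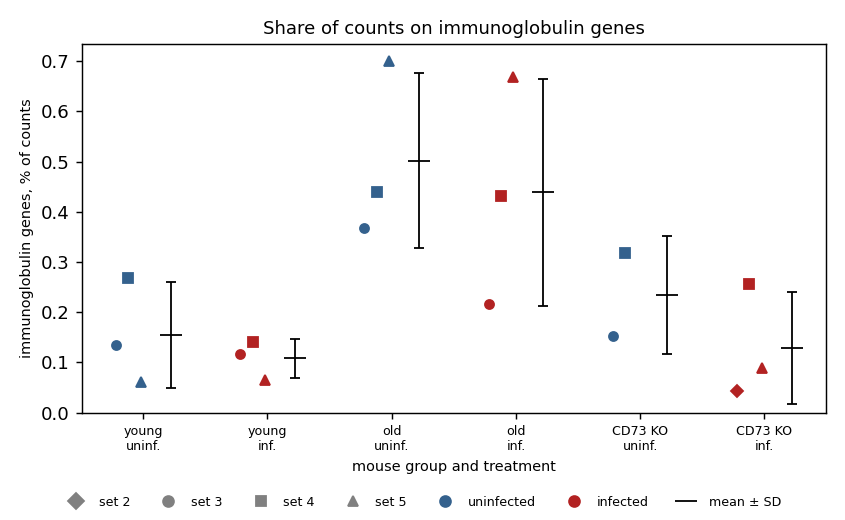
Percent of counts on immunoglobulin genes in each library, by mouse group and treatment. Points are libraries, shaped by set, and bars give the mean and SD, which was 0.502% ± 0.175 in old uninfected and 0.154% ± 0.105 in young uninfected cells.

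Knockout and young cells were compared in the same way. By edgeR, 6 genes were called in uninfected cells (2 higher, 4 lower) and 8 in infected cells (3 higher, 5 lower), and 6 were shared. Without the infected knockout library of set 4, 5 were called in infected cells. Cyb5r4, on chromosome 9 at 87022014 to 87077774, had a log2 fold change of -1.40 (SE 0.16, adjusted p 0.000256) uninfected and -1.42 (SE 0.14, adjusted p 2.90e-05) infected. Fam63b, on chromosome 9 at 70599014 to 70657174, had -1.15 (SE 0.11, adjusted p 5.14e-05) and -1.08 (SE 0.10, adjusted p 1.80e-05). The processed pseudogenes Gm13456 (2.12 and 1.98) and Gm6548 (1.29 in infected cells) were higher. Gm6548 had 1.27 in uninfected cells (adjusted p 0.0501), and in infected cells it was lost without the young library of set 3 or 4 or the knockout one of set 4 or 5 (up to 0.153). Both share sequence with Eef1a1, so their counts are uncertain. Called genes outside the naming rule, chosen after their values were seen, were Rfx7 and Cox7a2 on chromosome 9, both lower, and the pseudogene Gm11868, higher by 5.32 and 4.75. All 4 called protein-coding genes other than Nt5e lay on chromosome 9.

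**Figure D3:**
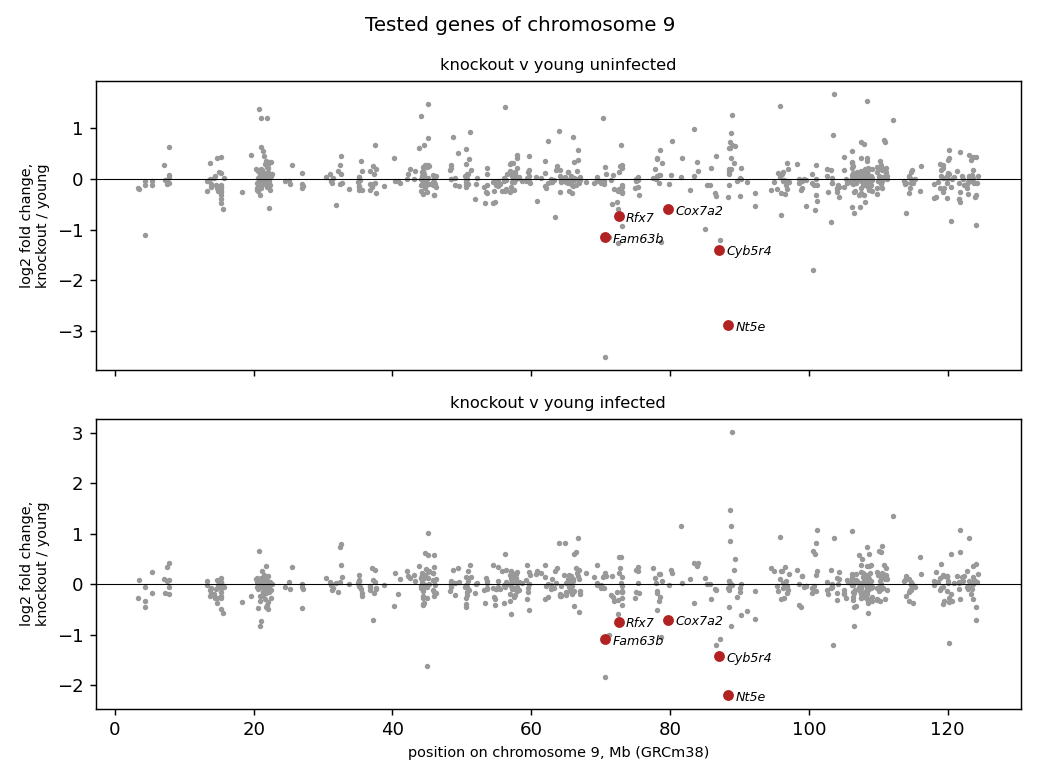
Log2 fold change of knockout against young cells for the tested genes of chromosome 9, by position in Mb (GRCm38), uninfected above and infected below. Points are genes, and named points are the called genes. Nt5e had -2.88 and -2.20, and Cyb5r4 -1.40 and -1.42.

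Old and knockout mice were set against the same young libraries, so their differences share chance. The correlation of log2 fold changes across genes was 0.38 uninfected, against 0.37 to 0.45 in 50 simulations of unchanged groups, and 0.42 infected, against 0.42 to 0.53. The share of genes with the same sign was 68.3% uninfected, against 62.8% to 64.7% simulated, and 71.6% infected, against 65.2% to 67.0%. No called gene was shared (0).

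The AP-1 and JNK lists hold genes of the pathway named in the series title. Their tests compare transcript levels, so a list called higher does not show more JNK or AP-1 activity. Camera called AP-1 subunits (16 genes tested) higher with infection, at a median log2 fold change of 0.07 in young (adjusted p 0.00190), 0.13 in old (adjusted p 0.000145) and 0.43 in knockout cells (adjusted p 5.62e-07). They were also called higher in old than young cells, uninfected (0.18, adjusted p 0.00403) and infected (0.27, adjusted p 0.00236), in knockout against young infected cells (0.20, adjusted p 0.00236) and for the knockout interaction (0.23, adjusted p 0.00648). They were not called in knockout against young uninfected cells or for the age interaction. JNK cascade genes (24 tested) were called higher in old against young infected cells (0.13, adjusted p 0.00836), in knockout against young infected cells (0.14, adjusted p 0.00190) and for the knockout interaction (0.21, adjusted p 0.0114), and in no other contrast. The AP-1 call for infection in young cells was lost when the library with conflicting labels was read as uninfected (adjusted p 0.0503). The score of that library on genes called for infection in old cells argues against that reading. The AP-1 median was -0.01 without that library. Of the 25 calls camera made on pathway lists, 0 held under fry and 0 with an estimated correlation. With the set as a block, fry called the adenosine list for infection in young (adjusted p 0.0131) and old cells (0.0407). Adjusted over the list alone, 5, 6 and 8 AP-1 genes passed for infection in young, old and knockout cells, against 1, 1 and 2 over all genes tested. For JNK genes these counts were 2, 0 and 2 against 1, 0 and 1. With the set as a block, 6 AP-1 genes passed over all genes tested in young cells and 6 in old cells, and 5 and 4 JNK genes. For the age interaction the median (0.07) and mean (-0.01) of the AP-1 list differed in sign, as they did in 4 of the 54 tests of pathway lists and 9 of the 63 tests of marker lists. The median and the camera direction differed in 3 and 8 of them.

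Interferon response genes were called lower in old than young cells, uninfected (-0.41, adjusted p 2.05e-08) and infected (-0.49, adjusted p 3.77e-10), lower in uninfected knockout than young cells (-0.21, adjusted p 0.0127), and higher with infection in young (0.23), old (0.19) and knockout cells (0.42). With the set as a block the rise in knockout cells was lost (-0.014, camera adjusted p 0.834). Early inflammatory genes were called higher in old cells (0.24 uninfected, 0.41 infected), in knockout cells (0.21 and 0.35) and for the age interaction (0.22). The call in infected knockout cells was lost without the knockout infected library of set 2 (-0.021, camera adjusted p 0.970). With the set as a block early inflammatory genes were also called lower with infection in young cells (-0.35, adjusted p 0.000475), as were adenosine pathway genes (-0.09, adjusted p 0.0182). Granule and maturation genes were called lower in old cells (-0.11 uninfected, -0.12 infected) and in infected knockout cells (-0.10). The adenosine list, which holds Nt5e, was called lower in uninfected knockout cells (-0.09). Plasma cell markers were called higher in old cells (1.40, adjusted p 1.69e-13, and 1.47, adjusted p 4.00e-13). B lineage markers were called higher in uninfected knockout cells (1.01) and lower with infection in knockout cells (-0.92), as were erythroid markers (-0.44). For the knockout interaction the B lineage (-0.66), erythroid (-0.30) and eosinophil, basophil and mast (-0.33) lists were called lower. The knockout infected library of set 2 had the lowest mean log2 CPM of the 17 libraries in 7 of 7 marker lists. Sex-linked genes (4 tested) were called higher in infected knockout than young cells (0.39, adjusted p 0.0160), and in no other contrast. That list served as a check, and no library had more than 1 Xist count. So camera at the preset correlation can call a list with no sign of a difference in sex. Of the knockout infected libraries, set 2 had the highest level of each tested gene, such as Ddx3y (200 CPM against 154 and 88.7). The AP-1 and JNK lists were called in the same contrast. Monocyte and macrophage, T and NK, and platelet lists had 0 calls. Of the 8 calls on marker lists, 0 held under fry or an estimated correlation.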

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

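The use of fry and of leaving out libraries to weigh the explanations, and the block within each mouse group, were chosen after the results were seen. Camera called 6 lists for a different response to infection between mouse groups, each by a test of the interaction. Early inflammatory genes had a higher response in old than young cells (median log2 difference 0.22, higher in 31 of 34 genes, adjusted p 0.00665). Their median log2 fold change with infection was -0.29 in young and -0.068 in old cells, with no call in either by the fit without a block. In old cells 16 of 34 genes were higher with infection, so a fall there is not shown. AP-1 subunits rose more in knockout than young cells (0.23, 13 of 16 genes, adjusted p 0.00648). JNK cascade genes had a higher response in knockout than young cells (0.21, 19 of 24 genes, adjusted p 0.0114), with medians of 0.034 and -0.040 and no call in either. B lineage markers (-0.66, adjusted p 3.71e-06), erythroid markers (-0.30, adjusted p 0.0343) and the eosinophil, basophil and mast list (-0.33, adjusted p 0.0219) had lower responses in knockout cells.

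Correlation between the genes of a list may account for these calls, since 0 of them held under fry, which allows for it. Fry asks whether any gene of a list changes and not whether the list stands apart, so its loss of a call does not show the lists to be equal. Outside the B lineage list, all 5 calls were lost in at least 1 refit that left out 1 library. The AP-1 call was lost without the young uninfected library of set 3, the young infected library of set 5 or the knockout infected library of set 2, which took the median to 0.22, 0.21 and 0.10. The JNK call was lost without those or the knockout uninfected library of set 3, with medians of 0.18, 0.15, 0.02 and 0.16. Early inflammatory genes lost the call in 6 of 12 refits (without the young uninfected library of set 3 or 4, the young infected one of set 5, the old uninfected one of set 3 or 5 or the old infected one of set 4), with medians down to -0.06, erythroid markers in 6 of 11 (young uninfected set 3 or 4, young infected set 4 or 5, knockout uninfected set 4, knockout infected set 2), with medians up to 0.15, and the eosinophil, basophil and mast list in 5 of 11 (young uninfected set 5, young infected set 4, both knockout uninfected libraries, knockout infected set 2), with medians up to -0.08.

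The B lineage call held whichever library was left out, with an adjusted p of at most 0.0117, which argues against 1 library as its cause. Its size depended on single libraries, with medians from -1.83 without the knockout infected library of set 4 to -0.28 without that of set 2. It was lost with the set as a block (median -0.22, adjusted p 0.219), and the median turned to 0.11 with a block within each mouse group. The knockout infected library of set 2 had the lowest mean of 7 of 7 marker lists among the 17 libraries, and without it the erythroid and the eosinophil, basophil and mast calls were lost. A different number of B cells between preparations stays open, as does an effect of the genotype, which neither block showed and for which only set 4 gives a knockout pair.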

How the results depend on the processing

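The block within each mouse group and the removal of genes over 2% of all counts were chosen after the results were seen. With DESeq2 size factors, limma-voom, a filter of 1 CPM in 5 libraries and without the most abundant genes, the counts of called genes in all 9 contrasts stayed within 1.5 times the reported ones. Both interactions gave 0 calls under every alternative run, and with the set block 392 genes had an unadjusted p under 0.05 for the knockout interaction, against 262 as reported. The cause was not tested where none is given below.

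For infection in young, old and knockout cells, in that order, DESeq2 called 171, 96 and 204 genes, and on simulated data it also made more false calls than edgeR. The deposited normalized values gave 47 in young and 29 in old cells, no filter gave 143 and 77, and a 2-fold threshold, which only removes calls, gave 36, 25 and 48. A fit to only the groups compared, with fewer libraries, gave 28, 81 and 0. With the library of conflicting labels read as uninfected, 0 genes were called in young cells. The set as a replicate block gave 700, 376 and 248, and a block within each mouse group gave 1860, 1070 and 337. In null simulations of paired libraries that block made at most 4 false calls. Leaving out 1 library gave 4 to 40, 1 to 26 and 3 to 114.

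For old against young cells, uninfected and infected, DESeq2 called 24 and 20 genes and the set block 34 and 43. With the set block not all were higher in old mice: 29 were higher and 5 lower uninfected, and 38 higher and 5 lower infected. Uninfected, the other reading of the conflicting library gave 15. Infected, the deposited normalized values gave 3 and no filter 15. Leaving out 1 library gave 3 to 8 and 2 to 8. For knockout against young cells, DESeq2 called 12 uninfected, the set block 10 and 13, and only the groups compared 2 infected. Leaving out 1 library gave 4 to 7 and 5 to 8. The sets do not pair these libraries by the rule used. There fry with the set block also called the adenosine list lower in knockout against young uninfected cells (adjusted p 0.0186).

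Nt5e kept its direction throughout. In infected cells it was not called with no filter (log2 fold change -2.21, adjusted p 0.0924) or with only the groups compared (-2.20, adjusted p 0.165), against an adjusted p of 0.00961 as reported. Leaving out 1 library gave -3.06 to -2.64 uninfected and -2.42 to -1.97 infected, where 1 uninfected knockout library is assumed to vary like the other groups. Of the named genes, 38 of 38 results kept their side of the threshold under DESeq2 and under the set block, 33 under limma-voom and 20 with only the groups compared, where 18 were lost. The 38 include Nt5e for infection in knockout cells and for the knockout interaction, where it was not called. The deposited normalized values kept 29 and lost 9, and no filter kept 26 and lost 12. With the conflicting library read as uninfected, 15 were kept and 8 lost.

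Calls on AP-1 and JNK lists rest on the preset correlation. With an estimated correlation or fry, calls were lost for AP-1 genes in infection of young (median 0.073), old (0.13) and knockout cells (0.43), in old against young cells uninfected (0.18) and infected (0.27), in knockout against young infected cells (0.20) and for the knockout interaction (0.23). They were lost for JNK genes in old (0.13) and knockout (0.14) against young infected cells and for the knockout interaction (0.21). The adjusted p was at least 0.534 in each. With the conflicting library read as uninfected, AP-1 calls were lost for infection in young cells (0.030, adjusted p 0.0503) and old against young uninfected cells (0.11, adjusted p 0.0929). With the set block, calls were lost in knockout against young infected cells for AP-1 (0.067) and JNK genes (0.059) and for JNK genes in the knockout interaction (0.10). The block within mouse group also lost the last (0.086) and added a JNK call for the age interaction (0.074), and only the groups compared added one for infection in young cells (-0.044).

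Without 1 library, the AP-1 median ran from -0.010 to 0.17 for infection in young cells, 0.10 to 0.32 and 0.11 to 0.49 in old against young uninfected and infected cells, 0.00037 to 0.35 in knockout against young infected cells, -0.10 to 0.18 for the age interaction and 0.10 to 0.29 for the knockout interaction. The JNK median ran from -0.15 to 0.034 for infection in young cells, 0.063 to 0.16 and 0.056 to 0.19 in old and knockout against young infected cells, -0.023 to 0.15 for the age interaction and 0.019 to 0.23 for the knockout interaction. Each camera call of a difference from young cells was lost in at least 1 such refit. For AP-1 genes the adjusted p reached 0.134 and 0.120 in old uninfected and infected cells and 0.460 in knockout infected cells. For JNK genes it reached 0.217 in old and 0.252 in knockout infected cells.

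Directions reversed with the set block for interferon genes in knockout infection (-0.014, adjusted p 0.834), where the call of a higher level (0.42) was lost, and in the knockout interaction (-0.30, adjusted p 8.92e-05), where a call was gained, and with the block within mouse group for B lineage markers in the knockout interaction (0.11). Without 1 library they reversed for early inflammatory genes in old infection (0.10 and 0.13, both called higher), in knockout against young infected cells (-0.021), for the age interaction (-0.056 and -0.020) and for the knockout interaction (-0.21, called lower by camera, adjusted p 0.00810), for interferon genes in knockout against young uninfected cells (0.027 and 0.041), and for erythroid markers in the knockout interaction (0.080, 0.0058 and 0.15). The ranges over such refits were -0.30 to 0.13, -0.021 to 0.62, -0.056 to 0.41, -0.21 to 0.40, -0.48 to 0.041 and -0.74 to 0.15 in the same order.

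Calls shared between infection in young and old, young and knockout, and old and knockout cells numbered 33, 36 and 30. They became 78, 97 and 74 with DESeq2, 60, 66 and 56 with no filter, 285, 195 and 166 with the set block, 770, 272 and 259 with the block within mouse group, 58, 90 and 55 at an adjusted p under 0.10, and 12, 0 and 0 with only the groups compared. The deposited normalized values gave 21 and 23 for the first pairs. The correlation of young and knockout responses was 0.40 with the block within mouse group. Old and knockout differences from young cells shared 1 call uninfected with DESeq2 and 2 infected with the set block, and their infected correlation was 0.56 with the conflicting library read as uninfected.

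In pairs of young or old libraries the set block called Fos and other AP-1 and JNK genes, 6 and 5 in young cells and 6 and 4 in old cells in all, and changed the calls of the early inflammatory and adenosine lists in young cells, and no other camera call of infection and no call of a gene in the contrast that names it. The library with the fewest fragments, 5963494, was a knockout infected one, and smaller changes of lowly expressed genes are least certain there.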

Other observations

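The tests of placement on chromosomes, of the neighbourhood without called genes, of plasma cell and other marker lists in old mice and in 1 distant library, of abundant genes and of the conflicting library were chosen after the results were seen, and the test of the whole neighbourhood of Nt5e after the positions of the called genes were known.

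Apart from Nt5e, 7 genes were called in knockout against young cells, and 4 of them lay on chromosome 9, which holds 5.44% of tested genes. Chance placement is argued against by Fisher's exact test (one-sided p 0.000267). DNA of another strain kept around the targeted allele is a candidate explanation. Within 20 Mb of Nt5e, 10.4% of 211 genes had an unadjusted p under 0.05 in uninfected cells against 2.39% elsewhere (Fisher's exact p 1.80e-08), and 9.005% against 3.95% in infected cells (p 0.000907). Old against young cells showed no such excess (p 0.914 and 0.907). Without the called genes, a comparison added after seeing the data, the p was 3.81e-06 and 0.0186. Genes of one region are not independent, the genotype of the flanking DNA was not analysed here, and an effect of the targeted allele on its neighbours stays open.

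The 3 pseudogenes called higher in knockout cells may hold reads taken from a similar gene near Nt5e. The best match among transcripts of other genes lay within that window for 3 of 3 pseudogenes. Gm11868 matched Cyb5r4 at 98.0% identity over 1485 bases, Gm13456 matched Eef1a1 at 98.6% over 1317 bases and Gm6548 matched Eef1a1 at 96.7% over 1166 bases. Cyb5r4 was itself lower in the knockout. Variants that make reads of these genes map to the copy are a hypothesis that only the reads could test in full. Cyb5r4 had 137.6 to 184.8 CPM in young and 51.6 to 67.2 in knockout libraries. Gm11868 rose most but missed the naming rule, through a mean log2 CPM under 1. The match covers 1485 bases against a Cyb5r4 length of 6736. These values argue against reads moved to Gm11868 as the whole cause of the lower Cyb5r4 counts. Part of the fall in Cyb5r4 counts may still not reflect its expression.

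Plasma cells left in the preparations may contribute the immunoglobulin transcripts of old mice. Plasma cell markers that are not immunoglobulin genes had a median log2 fold change of 1.24 in uninfected and 1.34 in infected cells, with 6 and 7 of 7 genes higher and 3 passing in each state when adjusted over the list alone. Jchain, Sdc1, Mzb1 and Derl3 had 1.24, 1.66, 1.42 and 1.64 uninfected, against 0.23 for Prdm1, 0.17 for Xbp1 and -0.05 for Tnfrsf13b. A lower share of neutrophils would raise markers of all other cell types alike. The mean log2 CPM of the plasma markers that are not immunoglobulin genes was set against that of 6 other marker lists in each library. The plasma markers rose more than the monocyte and macrophage list by 1.16 (pooled SD 0.42) uninfected and 1.21 (SD 0.38) infected, the eosinophil, basophil and mast list by 0.73 (SD 0.26) and 0.97 (SD 0.21), and the platelet list by 0.79 (SD 0.29) and 0.94 (SD 0.35). For these 3 lists every old library lay above every young one in both states. Chance leaves 3 against 3 libraries without overlap, in either direction, in 10% of comparisons in 1 state. The differences were 1.08 (SD 0.64) and 1.22 (SD 0.76) for the B lineage list and 1.03 (SD 0.54) and 1.04 (SD 0.54) for the T and NK list. So they exceeded 1 SD in both states for 5 of the 6 lists, which argues against a lower share of neutrophils as the whole cause. Erythroid markers rose by 0.43 and 0.37, and the difference from them stayed within 1 SD. A stricter rule, fixed before these differences were computed, asked for no overlap of old and young libraries for the B lineage and the T and NK lists in both states. It was not met, and the comparison with the SD was adopted afterwards. A change in plasma cells stays open. Age itself stays open.

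Chance cannot be excluded by regrouping for the contrasts of 3 against 3 libraries. The real grouping gave the most calls, 1 of 10 splits each, for infection in young and old cells, old against young in both states and knockout against young infected cells, and the other splits gave 0 calls. With 10 splits the share cannot fall under 0.05. In young and old infection, 4 of the 10 splits part all 3 pairs, and the real one alone gave calls. For the age interaction, 40 of 40 splits gave as many, since the count was 0.

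The resemblance of old and knockout differences may come from the shared young controls: 45 of 50 simulated draws had a correlation at or above the observed one uninfected and 49 of 50 infected. The share of genes with the same sign lay above every draw, though the simulation drew genes independently, so what lies behind that share stays open.

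The 4 genes over 2% of all counts do not account for the calls of infection in young cells, since 68 genes, all among the 80, were called without them. The knockout infected library of set 2 lay farthest from the others and had the lowest depth. After every library was thinned to that depth it was still at rank 1, which argues against depth. Fewer cells of other types in that library are a candidate explanation, since 7 of 7 marker lists had their lowest mean log2 CPM of the 17 libraries there. Erythroid markers had 1.64 against 3.74 to 5.35 elsewhere, the eosinophil, basophil and mast list 1.30 against 2.41 to 3.03, and B lineage markers 1.29 against 2.50 to 4.03. Whether this makes up the whole distance was not tested, and no biological explanation was tested for 1 library. On the 48 genes called for infection in old mice, the young library with conflicting labels scored above all 3 young uninfected libraries, at -0.23 against -1.37 to -1.16, which argues against a wrong infected label. Its grouping followed the labels and not this score.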
